A study of Mus musculus with 4 samples. Its data were reported in "RISC-mediated control of selected chromatin regulators stabilizes ground state pluripotency of mouse embryonic stem cells" (2016).

How the data were processed

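Small RNA-seq was performed on mouse E14Tg2A embryonic stem (ES) cells and on the epiblast-like aggregates (ELA) obtained from them after 2 days as floating aggregates in a minimal medium without leukemia inhibitory factor (LIF). The ES cells had been kept either in serum with LIF ("serum") or in 2iL, a serum-free medium with LIF and inhibitors of the kinases MEK and GSK3. The medium names of the ELA libraries refer to the ES cells they came from. This gave 4 libraries, 1 for each combination of stage and medium. The RNA of 3 sets of experiments was pooled before each library was made, so variation between experiments cannot be measured.

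The authors trimmed adaptors with Trimmomatic, used Bowtie for mapping against mm9 (NCBI37), assigned them to the mature miRNAs of miRBase release 20 with featureCounts and deposited RPM values (reads scaled to a library total of 1000000). The versions, the mismatches allowed and the handling of reads that map to several places or to overlapping hairpins were not stated. Reads that did not fall on a listed miRNA are not part of the total, so an RPM value is a share of miRNA reads. An RPM value falls when other miRNAs take up more of the library, and it does not measure the absolute amount per cell. Each of the 4 columns summed to 1000000 over 1907 mature miRNAs. All columns of per-sample values were used (0 were left out).

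Groups were taken from the sample titles and source names, which the column names match. The description field of the labels exchanges 2 of the libraries (ES 2iL and ELA serum). Because the column names state stage and medium, the grouping by description was not applied.

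Every value above 0 was a whole multiple of the value of 1 read (100% of values in each library), which gave back the read numbers: 8056984 in ES serum, 2767016 in ES 2iL, 4309257 in ELA serum and 587363 in ELA 2iL. The deepest library held 13.7 times the reads of the shallowest. The smallest level taken as detected was 3 reads, equal to 0.372 RPM in ES serum, 1.08 in ES 2iL, 0.696 in ELA serum and 5.11 in ELA 2iL. Shares of reads are given with Wilson 95% confidence intervals, and differences between a pair of libraries with exact (Clopper-Pearson) 95% intervals on the reads. These intervals and floors cover counting error only, since the reads carry no molecular identifiers and each group has 1 library.

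Differences were computed on log2(RPM + 1), with a pseudocount of 1 RPM, which understates the change of low miRNAs. The stage contrast is the mean of ELA minus ES in the 2 media, and the medium contrast is the mean of 2iL minus serum at the 2 stages. The diagonal contrast, the remaining way of parting the 4 libraries into pairs, is the difference of the ELA minus ES changes in the 2 media, divided by 2. It holds the dependence of stage on medium together with library noise and served as the yardstick for the other contrasts. Counts of changed miRNAs used a mean log2(RPM + 1) of at least 5 (302 miRNAs) and a log2 difference of at least 1 in size. The limits of 5 and 1 are those of the study, while the pseudocount and the mean of log2 values are choices made here. The mean was taken over the 4 libraries, or over the pair of libraries for a count within 1 medium. A mean of 5 equals 31 RPM, or 18.2 reads in the shallowest library.

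The test design had been written for counts (edgeR's quasi-likelihood test). As the values were deposited as RPM, its stated substitute was used: limma (lmFit and eBayes) on log2(RPM + 1) with stage and medium as terms, over all 4 libraries, for the 599 miRNAs with at least 10 reads in at least 2 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. All tests are two-sided. Each miRNA has 1 residual degree of freedom, and the spread was shared across miRNAs (3.79 prior degrees of freedom). The study also used edgeR for differential expression but did not describe the design it fitted. Here, edgeR on the recovered reads was added as an alternative after the data had been examined. On simulated reads for the 599 miRNAs, with 200 of them changed by 2 on the log2 scale, limma recovered 200 with 21 false calls at a dispersion of 0.02. At a dispersion of 0.159, the common value edgeR estimated here, limma recovered 117 with 3 false calls, edgeR 64 with 0 and DESeq2 124 with 4. Each simulated miRNA had the same dispersion, no medium effect and no dependence of stage on medium. The changed miRNAs were drawn from those with enough expected reads in the shallowest library. The recovered numbers therefore do not measure the power of these tests on the real libraries.

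The miRNAs named in the text were chosen by a rule fixed before the data were examined. For stage, they are the 5 largest rises and the 5 largest falls among miRNAs with a mean log2(RPM + 1) of at least 5 that moved the same way in both media, those past the test threshold first. For the medium, the rule is the same with 3 in each direction. The members of the miR-290/miR-295 and miR-302/miR-367 clusters and 5 miRNAs that the study transfected into cells were added to these. For a list of miRNAs, the percentile of its median was taken among 10000 random lists of the same size, each member replaced by 1 of the 30 miRNAs nearest to it in mean expression. This describes the libraries and is not a test of the conditions. A list tested in this way on simulated values was checked to stand out when shifted.

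Hairpin positions, host genes and sequences were taken from GENCODE release M1 on NCBIM37, the build named above (277 of the 302 expressed miRNAs, 91.7%, had a hairpin there). RefSeq gene names on GRCm38.p6 served only to find hairpins that overlap or occur in several copies (301 of 302). Mature sequences were not used here.

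The alternatives were TMM scaling, DESeq2 size factors, totals without the 5 miRNAs with the most reads, pseudocounts of 0.1 and 10, other filters, DESeq2's Wald test, a fit without the covariate, and leaving out each library. They were fixed before the data were examined, apart from edgeR, TMM, the mean-variance trend and the pseudocounts in the limma fit, and thinning all libraries to 587363 reads (20 draws), which were chosen after seeing the data. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.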

Results

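Small RNA-seq profiled the mature miRNAs of E14Tg2A ES cells, a mouse embryonic stem cell line, and of the ELA generated from them. ES cells in 2iL are a model of ground-state pluripotency, and ELA represent the primed, epiblast-like state that follows. The 4 libraries (ES serum, ES 2iL, ELA serum and ELA 2iL) allowed changes at the ES–ELA transition to be read in 2 media. Each group had 1 library of pooled RNA, so no value below has a replicate error. The libraries held 8056984 reads in ES serum, 2767016 in ES 2iL, 4309257 in ELA serum and 587363 in ELA 2iL. Of the 1907 miRNAs listed, 621 had reads in all 4 libraries and 705 were listed at 0 throughout. A few miRNAs made up much of each library. The 5 most abundant took 53.9% of the reads in ES serum, 44.3% in ES 2iL, 53.8% in ELA serum and 52.9% in ELA 2iL. The most abundant miRNA was mmu-miR-127-3p in both serum libraries (17.5% of the reads of ES serum and 18.6% of ELA serum) and mmu-miR-182-5p in both 2iL libraries (16.2% of ES 2iL and 20.4% of ELA 2iL).

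The first comparison asked which miRNAs change at the ES–ELA transition. Among the 302 miRNAs with a mean log2(RPM + 1) of at least 5, 49 were lower in ELA and 35 were higher by at least 1 on the log2 scale, averaged over both media. The medium contrast passed the same threshold for more miRNAs, with 40 lower and 72 higher in 2iL. The diagonal contrast, which carries library noise and any dependence of stage on medium, passed it for 7 lower and 18 higher. The SD across miRNAs was 1.23 for the stage contrast, 1.40 for the medium contrast and 0.61 for the diagonal contrast. The median miRNA was shifted by −0.08 in the stage contrast and by 0.42 in the medium contrast under RPM, against 0.07 and −0.02 under DESeq2 size factors. The split of changed miRNAs moved with the scaling. Of those past the threshold for stage, 41.7% were higher in ELA under RPM, 51.1% (45 higher, 43 lower) under TMM, 57.5% (50 higher, 37 lower) under DESeq2 size factors and 50.6% (44 higher, 43 lower) with totals without the 5 most abundant miRNAs. For the medium, 64.3% were higher in 2iL under RPM, 32.4% (33 higher, 69 lower) under TMM, 37.6% (38 higher, 63 lower) under DESeq2 size factors and 59.0% (62 higher, 43 lower) with totals without the 5 most abundant miRNAs.

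**Figure D1:**
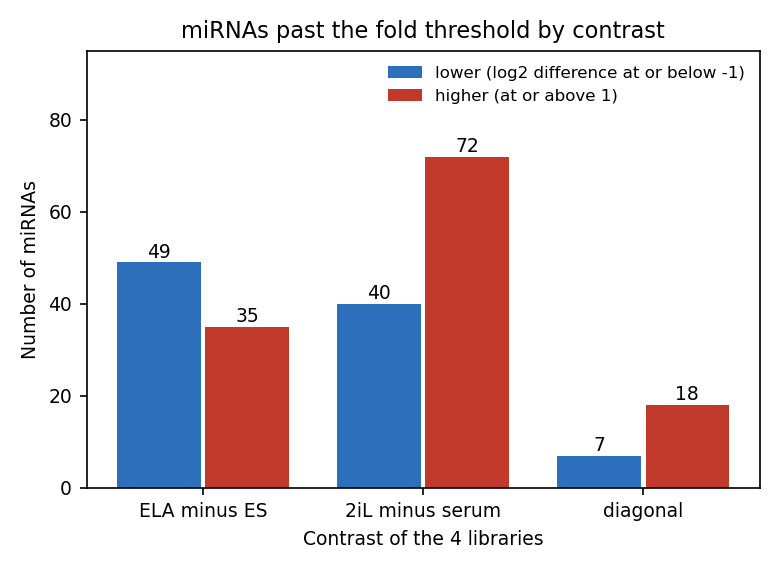
Number of miRNAs (y axis) with a mean log2(RPM + 1) of at least 5 whose contrast (x axis) was at or below −1 (blue bars) or at or above 1 (red bars) across the 4 libraries. The stage contrast had 49 lower and 35 higher, the medium contrast 40 and 72, and the diagonal contrast 7 and 18.

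With limma on log2(RPM + 1), 0 of the 599 miRNAs tested passed an adjusted p-value of 0.05 for stage. The smallest adjusted p-value was 0.133, and 125 miRNAs had an unadjusted p-value under 0.05, where 29.95 would be met by chance. For the medium, 0 passed and the smallest adjusted p-value was 0.0899, with 176 miRNAs under an unadjusted p-value of 0.05. The setting that moved the stage count most was leaving out the filter on low counts, with 99 calls among 1202 miRNAs, and it gave 130 for the medium. edgeR's quasi-likelihood test on the recovered reads called 56 miRNAs for stage and 89 for the medium. The calls therefore depend on the test, and the changes below are given as measured in these libraries.

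Within 1 medium, the transition compares 1 library with 1 library and has no replicate check. In serum, 42 miRNAs were lower and 24 higher in ELA. In 2iL, 79 were lower and 48 higher. Among the 302 miRNAs, 27 were lower by at least 1 in both media and 21 were higher in both, while 4 passed the threshold in opposite directions. The changes in the 2 media, which come from separate libraries, had the same sign for 71.9% of the 302 miRNAs, with a Pearson r of 0.69 and a Spearman rho of 0.61 across miRNAs. For the medium, the changes at the 2 stages gave r = 0.75 and rho = 0.68. The ELA were obtained from the ES cells of each medium, so this agreement may be carried over from the ES cultures. The relations for stage and for the medium are the only 2 computed, and miRNAs are not independent replicates.

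**Figure D2:**
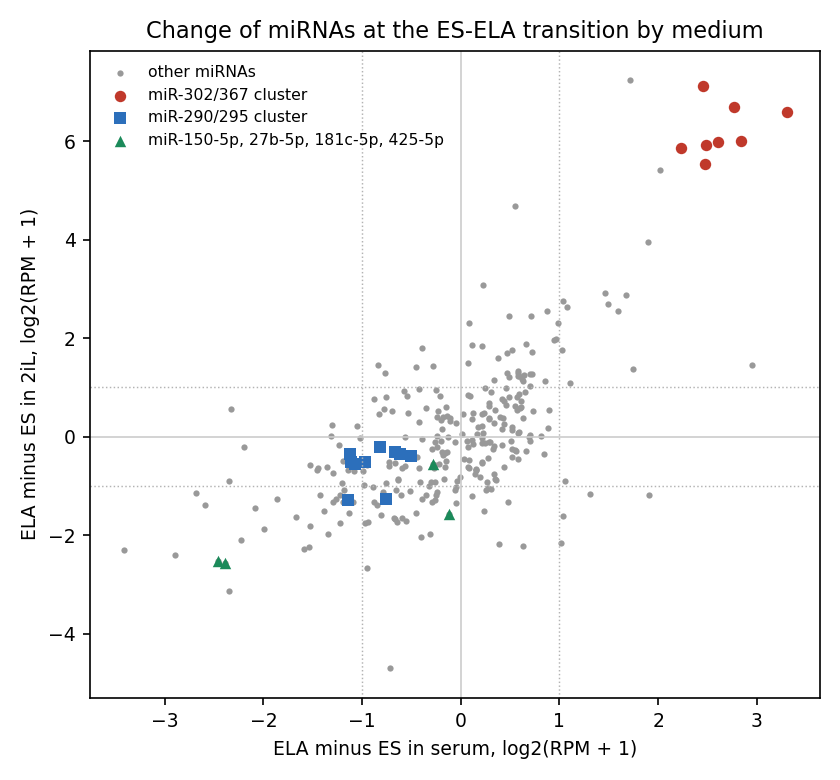
Difference of log2(RPM + 1) between ELA and ES in serum (x axis) and in 2iL (y axis) for the 302 miRNAs with a mean of at least 5, 1 point each, with dotted lines at −1 and 1. The miR-302/miR-367 members (red circles) lie apart at the upper right, the miR-290/miR-295 members (blue squares) lie below 0 in both media, and r across all points was 0.69.

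The 5 largest rises in ELA included 4 miRNAs of the miR-302/miR-367 cluster. mmu-miR-302c-5p rose by 4.95 ± 0.87 (log2, limma standard error, adjusted p = 0.133). It measured 60.6 RPM in ES serum and 607 in ELA serum. In 2iL it went from 1 read in the ES library to 131 RPM (77 reads) in ELA, at least 121-fold higher. mmu-miR-302a-5p rose by 4.79 ± 1.15, from 335 to 1845 RPM in serum and from 5.78 to 940 RPM in 2iL. mmu-miR-302d-3p rose by 4.73 ± 1.00, from 2451 to 16726 RPM in serum and from 27.5 to 2930 RPM in 2iL. mmu-miR-302c-3p rose by 4.43 ± 0.84, from 162 to 1171 RPM in serum and from 2.17 to 203 RPM in 2iL. The other was mmu-miR-670-3p, whose hairpin lies in an exon of E530001K10Rik on the same strand (mm9 chromosome 2, 94101457 to 94101556). It rose from 46.4 to 154 RPM in serum, and in 2iL from 0 reads to 150 RPM (88 reads), at least 138-fold higher. The limma adjusted p-values of mmu-miR-302a-5p, mmu-miR-302d-3p, mmu-miR-302c-3p and mmu-miR-670-3p were 0.144, 0.137, 0.133 and 0.183. The 4 miR-302 miRNAs also passed an adjusted p-value of 0.05 with edgeR, DESeq2's Wald test and limma with TMM. mmu-miR-670-3p passed with edgeR (adjusted p = 0.00293) but not with DESeq2 (0.247) or limma with TMM (0.0642).

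The 5 largest falls were mmu-miR-181d-5p, mmu-miR-181c-3p, mmu-miR-211-5p, mmu-miR-669a-3p and mmu-miR-150-5p. mmu-miR-181d-5p fell by 2.86 ± 0.51 (limma adjusted p = 0.133), from 1032 to 95.6 RPM in serum and from 2252 to 455 RPM in 2iL. mmu-miR-181c-3p fell by 2.74 ± 0.47 (adjusted p = 0.133), from 272 to 52.4 RPM in serum and from 976 to 111 RPM in 2iL. Both hairpins are intergenic on the minus strand of mm9 chromosome 8, Mir181d at 86702615 to 86702686 and Mir181c at 86702762 to 86702867. mmu-miR-211-5p (chromosome 7, 71350692 to 71350797, in an intron of Trpm1 on the same strand) fell by 2.71 ± 1.01 (adjusted p = 0.226). Its fall was uneven, from 8.69 to 4.87 RPM in serum and from 5847 to 223 RPM in 2iL. mmu-miR-669a-3p fell by 2.65 ± 0.45 (adjusted p = 0.133), from 267 to 35 RPM in serum and from 802 to 150 RPM in 2iL. Its 12 annotated hairpins on chromosome 2 are near-identical copies, so the reads cannot be given to 1 of them and the value is uncertain. mmu-miR-150-5p is described with the transfected miRNAs. All 5 passed edgeR's test on the recovered reads, with adjusted p-values of 0.000310, 0.000550, 0.00572, 0.000803 and 0.00155 in the order named first. They also passed DESeq2's Wald test, and all but mmu-miR-211-5p (adjusted p = 0.126) passed limma with TMM.

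The miR-302/miR-367 cluster lies within 580 bp on mm9 chromosome 3 (127248146 to 127248725, plus strand), in an intron of Larp7 on the opposite strand. Its 10 mature miRNAs were all higher in ELA in both media under RPM and under the other 3 scalings tried, although mmu-miR-367-5p had only 0 and 3 reads in the 2iL libraries. The median rise was 2.48 in serum and 5.95 in 2iL, and the median of the contrast over both media was 4.25, or 4.33 relative to the median of the 302 expressed miRNAs. It lay above all 10000 random lists matched on expression. The cluster made up 0.595% of the reads in ES serum (Wilson 95% confidence interval 0.590 to 0.601) and 3.73% in ELA serum (3.71 to 3.75), a 6.27-fold rise. In ES 2iL it was 0.00784% (0.00687 to 0.00896, from 217 reads), and in ELA 2iL 0.708% (0.687 to 0.730, from 4161 reads), a 90.3-fold rise. The differences between libraries exceeded the counting error, and there is no measure of the error between cultures. ELA 2iL remained below ELA serum, by 5.27-fold. Under the other scalings the median of the contrast ran from 4.33 (TMM) to 4.41 (totals without the 5 most abundant miRNAs).

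The miR-290/miR-295 cluster spans 2216 bp on mm9 chromosome 7 (3218627 to 3220842, plus strand) and is intergenic. Of its 18 listed miRNAs, 12 had more than 3 reads in a library and 6 were listed at 0 in all libraries, among them both arms of miR-290a and miR-292a. Of the 12, 11 were lower in ELA under RPM and 10 under each of the other 3 scalings. Over the 12 members, the median difference was −0.79 in serum and −0.37 in 2iL. The contrast over both media had a median of −0.62, or −0.54 relative to the expressed miRNAs, which placed it at percentile 3.98 of the random lists. The 10 members with a mean log2(RPM + 1) of at least 5 had a median contrast of −0.74 and were all lower under all 4 scalings in the contrast over both media. The size of the fall was below the threshold of 1 used for single miRNAs, and none of the members had a limma adjusted p-value under 0.219. The largest fall was that of mmu-miR-291b-5p, by 1.21. The most abundant member, mmu-miR-295-3p, went from 49948 to 35327 RPM in serum and from 126073 to 96518 RPM in 2iL. The cluster took 8.61% of the reads in ES serum (Wilson 95% confidence interval 8.59 to 8.63), 5.55% in ELA serum (5.53 to 5.58), 18.3% in ES 2iL (18.29 to 18.38) and 14.1% in ELA 2iL (13.99 to 14.16). Members listed at 0 add nothing to these shares.

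**Figure D3:**
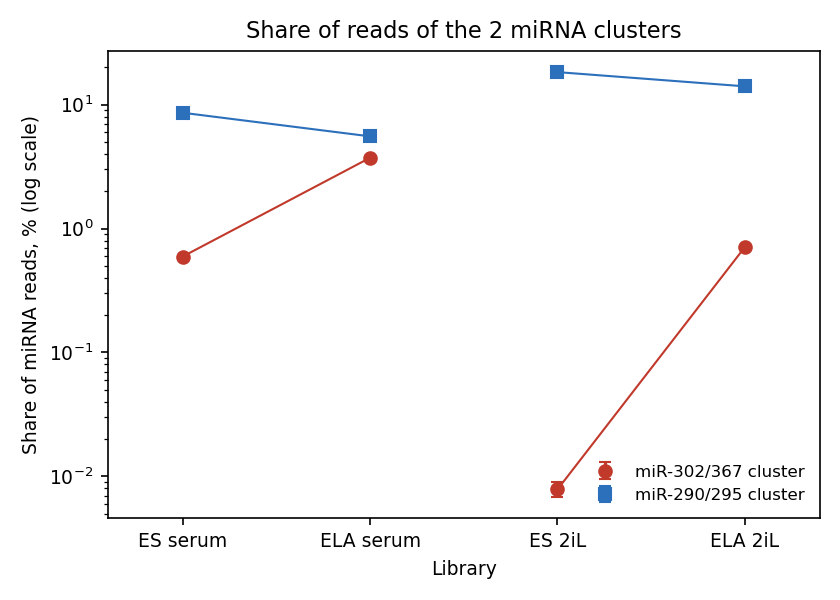
Share of all miRNA reads in percent (y axis, log scale) taken by the miR-302/miR-367 cluster (red circles) and the miR-290/miR-295 cluster (blue squares) in each library (x axis), with Wilson 95% intervals that are mostly smaller than the symbols and lines joining ES to ELA of the same medium. The miR-302/miR-367 share rose from 0.595% to 3.73% in serum and from 0.00784% to 0.708% in 2iL, while the miR-290/miR-295 share fell from 8.61% to 5.55% and from 18.3% to 14.1%.

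Another comparison concerned 5 miRNAs that the study transfected with reporters of Kdm2b (miR-150-5p and miR-27b-5p), SmarcA4 (miR-181c-5p and miR-425-5p) and Dnmt3b (miR-295-5p). All 5 were lower in ELA in both media, with a median contrast of −0.85. mmu-miR-150-5p went from 363 to 65.2 RPM in serum and from 581 to 100.4 RPM in 2iL, a log2 change of −2.46 and −2.52. mmu-miR-181c-5p went from 3162 to 603 RPM in serum and from 11821 to 1983 RPM in 2iL, a change of −2.39 and −2.57. mmu-miR-295-5p changed by −1.08 in serum (468 to 222 RPM) and by −0.56 in 2iL (844 to 572 RPM). mmu-miR-425-5p changed by −0.28 (298 to 245 RPM) and −0.55 (726 to 497 RPM). mmu-miR-27b-5p changed by −0.12 in serum (91.5 to 84.2 RPM), where the exact 95% counting interval ran from −0.30 to 0.06, so no change was detectable at this depth, and by −1.58 in 2iL (206 to 68.1 RPM, the latter from 40 reads). Under DESeq2 size factors its serum change was 0.08. Over the 599 miRNAs tested, the limma adjusted p-values were 0.133 for mmu-miR-150-5p and mmu-miR-181c-5p, 0.335 for mmu-miR-295-5p, 0.401 for mmu-miR-27b-5p and 0.606 for mmu-miR-425-5p. Adjusted over these 5 alone, the p-values were 0.00691 for mmu-miR-150-5p and mmu-miR-181c-5p, 0.222 for mmu-miR-295-5p, 0.232 for mmu-miR-27b-5p and 0.392 for mmu-miR-425-5p. As computed here over both media, mmu-miR-27b-5p (−0.85), mmu-miR-295-5p (−0.82) and mmu-miR-425-5p (−0.41) did not reach the study's limit of −1. The study took the 5 from miRNAs selected for their change at this transition, measured in these same libraries. Among those, it chose the ones with the strongest predicted interaction with each target. Neither their shared direction nor the adjustment over 5 is therefore an independent test of a fall.

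The hairpins of these miRNAs were read from the mm9 genome. Mir150 is intergenic on chromosome 7 (52377127 to 52377191, plus strand), with the sequence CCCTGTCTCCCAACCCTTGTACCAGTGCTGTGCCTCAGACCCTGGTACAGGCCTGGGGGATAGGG. Mir27b lies in an intron of 2010111I01Rik on the same strand of chromosome 13 (63402008 to 63402104), with the sequence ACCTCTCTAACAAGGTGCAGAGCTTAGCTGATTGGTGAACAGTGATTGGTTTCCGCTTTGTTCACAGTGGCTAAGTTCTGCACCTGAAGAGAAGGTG. Mir181c, at the place given above, has on the minus strand the sequence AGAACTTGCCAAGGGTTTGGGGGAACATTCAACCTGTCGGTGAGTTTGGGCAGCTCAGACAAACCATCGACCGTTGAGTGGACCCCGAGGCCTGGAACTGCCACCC. Mir425 is intergenic on chromosome 9 (108471108 to 108471192, plus strand), with the sequence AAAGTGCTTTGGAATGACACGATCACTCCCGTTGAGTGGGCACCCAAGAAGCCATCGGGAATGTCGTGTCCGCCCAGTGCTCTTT. Mir295 is the last hairpin of its cluster on chromosome 7 (3220774 to 3220842, plus strand), with the sequence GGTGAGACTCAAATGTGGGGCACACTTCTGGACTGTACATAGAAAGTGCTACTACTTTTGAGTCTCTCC.

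The last comparison asked how the medium of the ES cells bears on miRNA levels at both stages. Changes are given relative to the median of the 302 expressed miRNAs, which was 0.42 higher in 2iL under RPM. mmu-miR-211-5p was higher by 6.83, with 8.69 RPM in ES serum and 5847 in ES 2iL, and 4.87 RPM in ELA serum and 223 in ELA 2iL (limma adjusted p = 0.0899). mmu-miR-196a-5p was higher by 4.14, with 24.2 against 359 RPM in ES cells and 3.95 against 191 RPM in ELA (adjusted p = 0.0899). It has 2 annotated hairpins, on chromosomes 11 and 15. mmu-let-7f-5p was higher by 2.65, with 92.5 against 1107 RPM in ES cells and 57.8 against 347 RPM in ELA (adjusted p = 0.0910). It too has 2 hairpins by RefSeq, of which Mirlet7f-2 was matched in mm9 (chromosome X, 148346889 to 148346971, in an intron of Huwe1). Lower in 2iL were mmu-miR-302a-3p, by a relative contrast of −5.14 (1343 against 14.8 RPM in ES cells and 8176 against 999 RPM in ELA, adjusted p = 0.0910), and mmu-miR-302d-3p, by −4.89 (adjusted p = 0.108). mmu-miR-501-3p had a relative contrast of −5.05, with 687 against 26.7 RPM in ES cells and 777 against 30.6 RPM in ELA, 25.7-fold and 25.4-fold lower (adjusted p = 0.0899). Its hairpin lies in an intron of Clcn5 on the same strand (chromosome X, 6818369 to 6818477). All 6 passed edgeR's test on the recovered reads, the largest adjusted p-value being 0.000526 for mmu-let-7f-5p. The 10 members of the miR-302/miR-367 cluster were lower in 2iL under all 4 scalings in the contrast over both stages, with a relative median of −4.18. The 12 members of the miR-290/miR-295 cluster were higher under RPM, and 11 of 12 were higher under TMM and under DESeq2 size factors, with a relative median of 0.62 under RPM.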

Values the study reported

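The study defined down-regulated miRNAs by a mean log2 level of at least 5 and a log2 fold change of −1 or lower between ES and ELA cells. It reported 43 miRNAs that changed most at this transition in its analysis of predicted high-affinity interactions with chromatin regulators.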

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

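The tests on counting noise and on TMM were set down before their results were seen, and the test with totals without the 5 most abundant miRNAs only after. Among the 302 expressed miRNAs, 4 passed the fold threshold in opposite directions in the 2 media, rising in ELA from ES cells in serum and falling in ELA from ES cells in 2iL. The dependence on medium was not tested, as each change compares 1 library with 1 library. For mmu-miR-138-5p the change was 1.01 in serum and −2.16 in 2iL, a difference of −3.17. For mmu-miR-218-5p it was 1.90 and −1.19, a difference of −3.09. For mmu-miR-152-5p it was 1.03 and −1.61, a difference of −2.64, and for its other arm, mmu-miR-152-3p, 1.31 and −1.16, a difference of −2.46. In each case ES serum was the lowest library and ES 2iL the highest, for example 12 and 216 RPM for mmu-miR-138-5p, with 25.3 RPM in ELA serum and 47.7 RPM in ELA 2iL.

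Counting noise was examined with the exact 95% intervals of each change. All 4 had intervals clear of no change in both media, but the fewest reads were 21, for mmu-miR-152-3p in ELA 2iL, and noise between libraries beyond counting cannot be measured with 1 library per group. Scaling by library totals was examined with the other 3 scalings. Under TMM, 3 of the 4 stayed past the threshold in opposite directions and mmu-miR-152-3p fell just short in 2iL (−0.99). Under DESeq2 size factors all 4 stayed past it. With totals without the 5 most abundant miRNAs, 0 of the 4 did. The changes in serum were then 0.97 for mmu-miR-138-5p and 1.00 (0.998) for mmu-miR-152-5p, and those in 2iL −0.95 for mmu-miR-218-5p and −0.92 for mmu-miR-152-3p. Passing the threshold in both media thus depended on the scaling. The signs stayed opposite for all 4 under every scaling, and the difference between the media ranged from −2.18 for mmu-miR-152-3p (totals without the 5 most abundant) to −3.25 for mmu-miR-138-5p (DESeq2 size factors), so scaling does not account for the difference itself. A dependence of these miRNAs on the medium of the ES cells cannot be told apart from noise between libraries.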

How the results depend on the processing

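The counts of the limma fit depended on the processing. Against 0 calls for stage (125 at an unadjusted p-value under 0.05), there were 28 with TMM, 84 with DESeq2 size factors, 99 without the filter on low counts, 50 with DESeq2's Wald test and 56 with edgeR's quasi-likelihood test. Against 0 for the medium (176 unadjusted), there were 55, 112, 130, 81 and 89 under the same settings, 10 with a mean-variance trend in limma and 1 with a pseudocount of 10. Other settings gave 0 calls: for stage, a mean log2(RPM + 1) of at least 5 (61 unadjusted), no covariate (50), the trend (131) and pseudocounts of 0.1 (85) and 10 (123), and for the medium, a mean of at least 5 (85), no covariate (80) and a pseudocount of 0.1 (132). The prior degrees of freedom of limma also differed, at 3.79 under RPM, 6.59 with TMM, 29.9 with DESeq2 size factors, 3.27 with a pseudocount of 10 and infinite without the filter. The prior SD and the contrasts changed too, and which of these moved the calls was not tested. Of the 56 stage calls of edgeR, 46 were also called by DESeq2, and 24 were called by edgeR, DESeq2 and limma with TMM. Of the 89 medium calls of edgeR, 73 were also called by DESeq2, and 46 by all 3. Leaving out a library leaves 1 sample in an arm, so no calls were made. By replicate number, no paired analysis was possible because the groups share only 1 number. The ELA and ES libraries of the same medium are already matched by the medium term of the limma fit, and the fit without the covariate is the unmatched one.

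For the transition, within each medium and in the diagonal contrast, the counts past the fold threshold stayed within 1.5 times their value under TMM, DESeq2 size factors, pseudocounts of 0.1 and 10 and thinning to equal depth. The medium contrast did not: 40 lower and 72 higher under RPM became 69 and 33 with TMM and 63 and 38 with DESeq2 size factors. With a mean of at least 7, fewer miRNAs entered: 25 lower and 19 higher for stage, 19 lower and 15 higher within serum, 44 lower within 2iL and 8 in the diagonal contrast. Without a filter on low values there were 167 lower and 88 higher for stage, 117 and 68 within serum, 285 and 160 within 2iL and 91 in the diagonal contrast. These moves follow from the number of miRNAs admitted. With the threshold met in each medium separately, 27 were lower and 21 higher. With totals that leave out the 5 most abundant miRNAs, 66 were lower within serum, 82 were higher within 2iL and 39 passed in the diagonal contrast. These totals are smaller and admitted more miRNAs past the mean of 5 (379 against 302 over the 4 libraries). With the miRNAs held as under RPM, a check added after seeing the data, the counts were 48, 64 and 32, against 42, 48 and 25 under RPM. The miRNAs admitted thus account for part of the move. Leaving out 1 library in turn mixes stage with medium, since 1 arm then holds a single medium. It gave from 36 to 99 lower and from 38 to 52 higher miRNAs across the 4 fits.

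The miR-302/miR-367 median kept its direction under all settings run, from 1.55 to 7.18 across the 4 fits that each left out 1 library. The miR-290/miR-295 median kept its direction under TMM, DESeq2 size factors, both pseudocounts, the abundant members alone and the summed RPM. It ran from −1.26 to 0.13 across the 4 fits that left out 1 library, and reversed (0.13) without ELA serum, when ELA is represented by 2iL alone, the medium with the higher level of this cluster. The median of the 5 transfected miRNAs ran from −1.50 to −0.39 across these fits. For the miRNAs named as largest rises or falls and the 5 transfected ones, 87 of 200 comparisons with an alternative passed the test threshold where limma under RPM did not, and 113 gave the same call. None of these reversed. For stage, edgeR's was the only alternative test read one by one for the other members of the miR-290/miR-295 and miR-302/miR-367 clusters. Its adjusted p-values were 3.70e-05 for mmu-miR-302a-3p, 3.92e-05 for mmu-miR-302b-3p, 0.000144 for mmu-miR-302d-5p, 0.000199 for mmu-miR-367-3p and 0.00171 for mmu-miR-302b-5p. mmu-miR-367-5p did not pass (0.0861). None of the miR-290/miR-295 members tested passed, the smallest value being 0.223 for mmu-miR-291b-5p. Under the other scalings, the stage contrast of mmu-miR-292b-3p reversed, from −0.03 under RPM to 0.04 with TMM and 0.09 with DESeq2 size factors.

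Depth limits the 2iL comparison most. In ELA 2iL 1 read is 1.70 RPM and the floor of 3 reads is 5.11 RPM, so a miRNA below that level there cannot be told from absent. The 2iL rises of mmu-miR-302b-5p, mmu-miR-302c-5p, mmu-miR-367-3p and mmu-miR-670-3p are uncertain in size because ES 2iL had 3 reads or fewer. The exact 95% counting intervals of their log2 changes began at 5.27, 5.98, 4.84 and 6.78, in the order named. For mmu-miR-367-5p, with 0 reads in ES 2iL and 3 in ELA 2iL, no fold against the floor can be given.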

Other observations

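The tests on depth, on the share of the most abundant miRNAs and on GC content were set down before their results were seen, and the other tests in this part only after.

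Several miRNAs that are abundant on 1 arm were listed at 0 on the other, and miR-290a and miR-292a were listed at 0 in all 4 libraries. A candidate explanation is that reads over overlapping annotated hairpins were left out at counting. Of 79 miRNAs whose hairpin overlaps another by RefSeq, 62 (78.5%) were listed at 0 in all libraries, against 635 of 1801 others (35.3%; Fisher's exact test, two-sided, p = 2.19e-14). Among hairpins with 1 arm at a mean log2(RPM + 1) of at least 5, the other arm was at 0 in 3 of 3 overlapping hairpins (miR-30e, miR-142a and miR-497a) and in 4 of 196 others (Fisher's exact test, p = 2.71e-05). mmu-miR-30e-5p, for example, measured 6193 RPM in ES serum and 15933 RPM in ES 2iL while mmu-miR-30e-3p was listed at 0. The loss of all reads with several mapping positions was tested as another explanation. It went the other way, as 14.9% of miRNAs with several hairpin copies (11 of 74) were at 0, against 36.1% of those with 1 copy. The zeros are thus consistent with the counting of overlapping hairpins, so a 0 for such a miRNA may not mean absence, and the miR-290/miR-295 shares may be too low. No biological explanation was tested.

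The pair of 2iL libraries had more miRNAs past the fold threshold than the pair of serum libraries, 127 against 66. Lower depth of the 2iL libraries was tested by thinning all libraries to 587363 reads. The serum count was then 52.9% of the 2iL count, against 52.0% before (medians of 20 draws, 68 and 128.5). Depth is therefore unlikely to explain the gap. Noise between libraries remains as an explanation, since no group has a second library.

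The median expressed miRNA was 0.42 higher in 2iL than in serum under RPM. If the 5 miRNAs with the highest mean share over the 4 libraries had produced the shift, totals without them would have removed most of it, but 0.30 remained. They include mmu-miR-127-3p, higher in serum, and mmu-miR-295-3p, higher in 2iL, so a push from the abundant serum miRNAs by themselves was not tested. TMM and DESeq2 size factors centre the values and cannot tell a true shift from 1 of scaling, so both readings remain. GC content of the hairpin showed a Spearman rho of −0.0247 with the medium contrast over 277 miRNAs. That leaves little room for an effect of hairpin GC there. The rho with the stage contrast was −0.12, too small to account for the contrast and too large to set aside. Mature sequences were not used, so neither value can exclude an effect of the GC content of the reads themselves.

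The let-7 family, fixed as a set before the data were examined, was higher in 2iL. In the contrast over both stages, 17 of 18 members were higher under all 4 scalings, and the median was 1.61 under RPM and 1.15 with TMM. Relative to the expressed miRNAs it was 1.19 and 1.23, but such a gap hardly changes when each library is multiplied by 1 factor, so it cannot decide on scaling. The median itself stayed at or above 1.15 under the other 3 scalings, so these scalings do not account for it. The median lay above all 10000 random lists matched on expression. The let-7 share of reads was 0.0375% in ES serum and 0.277% in ES 2iL, and 0.0278% in ELA serum and 0.117% in ELA 2iL. The summed share was 7.39-fold higher in 2iL in ES cells and 4.20-fold higher in ELA. Reads exchanged between members would leave this sum unchanged. The rise was met at both stages, in separate pairs of libraries. The ELA were obtained from the ES cells of each medium, so a difference between the ES cultures may have been carried over. Without replicates, noise between libraries is seen only through the diagonal contrast (SD 0.61 across the expressed miRNAs), which also holds any dependence of stage on medium. A response of let-7 to the medium remains a hypothesis.

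The repeat miRNAs miR-297, miR-466, miR-467 and miR-669, also fixed as a set beforehand, were lower in ELA. Of 65 members, 64 were lower in the contrast over both media under all 4 scalings, with a median of −1.32 under RPM and −1.22 with TMM. The medians relative to the expressed miRNAs, −1.23 and −1.24, cannot decide on scaling for the reason given for let-7. The median closest to 0 under the other 3 scalings was −1.18, so these scalings do not account for the fall. None of the 10000 random lists was as low. The fall was alike in the 2 media, with the summed level at 0.376 times that of ES in serum and 0.377 times in 2iL. Members with 1 annotated hairpin (44) had a median of −1.29, so the fall was not confined to multicopy members. Near-identical sequences under other names may still share reads, so the number of independent signals cannot be told.

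Runs of hairpins on mm9 at most 10 kb apart with at least 5 expressed miRNAs gave 9 genomic clusters, a choice made after seeing the data. Apart from miR-302/miR-367, the largest stage median was that of the miR-106a/miR-363 cluster (chromosome X, 50094870 to 50095744), where all 7 expressed members were higher in ELA under all 4 scalings in the contrast over both media, and 6 of 7 in serum alone. The median was 1.86, at 1.04 in serum and 2.63 in 2iL, and 1 of 10000 random lists was as high. With TMM it was 1.95. Relative to the expressed miRNAs it was 1.94 under both, a comparison that again cannot decide on scaling. The lowest median under the other 3 scalings was 1.94, so these scalings do not account for the rise. The related miR-17 to miR-92 hairpins on chromosome 14 had a smaller median of 0.71. The sequences of the 2 clusters are alike and reads may be shared, which was not tested, so a separate rise of the X-linked cluster cannot be told apart from shared reads or noise between libraries.

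The serum libraries were rich in reads of miRNAs from chromosome 12. The hairpins from Mir770 to Mir136 (110801902 to 110833608) include mmu-miR-127-3p. They took 18.9% of the reads in ES serum and 5.27% in ES 2iL, and 20.4% in ELA serum and 8.78% in ELA 2iL. The serum shares reflect mainly mmu-miR-127-3p, which alone took 17.5% in ES serum and 18.6% in ELA serum. The 13 expressed miRNAs of these hairpins had a medium contrast with a median of −0.46, or −0.88 relative to the expressed miRNAs. Of the 13, 11 were lower under all 4 scalings. The RPM value lay within the bound of 0.5 from the start, so that bound cannot decide on scaling. The median was, however, further from 0 under each of the other 3 scalings. It was −0.97 with TMM, −0.91 with DESeq2 size factors and −0.58 with totals without the 5 most abundant miRNAs. This move cannot decide either, because the other scalings lowered the medium contrast of the expressed miRNAs as a whole. Their median of 0.42 under RPM was −0.08 with TMM, −0.02 with DESeq2 size factors and 0.30 with totals without the 5 most abundant miRNAs. The values show only that the median of these 13 miRNAs stayed below 0 under all 4 scalings. Within the third of hairpin GC content that holds most of the 13 (9 against 84 other miRNAs), they lay below the others by −0.96. GC content of the hairpin thus does not account for the lower values, while that of the mature sequence was not examined. The neighbouring hairpins from Mir379 to Mir410 (37 expressed miRNAs, 110947235 to 110982005) had a median medium contrast of 0.06 under RPM, with 18 of 37 lower in 2iL. It was −0.45 with TMM and −0.39 with DESeq2 size factors, with 28 of 37 lower under each. With totals without the 5 most abundant miRNAs it was −0.06, with 21 of 37 lower. Their share was 8.92% in ES serum and 4.47% in ES 2iL, and 12.1% in ELA serum and 8.41% in ELA 2iL. Relative to the expressed miRNAs the median was −0.36 under RPM and −0.37 with TMM. Within the third of GC content that holds most of its members (18 against 74 other miRNAs) it was −0.38. The gap had been within the bound of 0.5 from the start, which was recognized only after the values were seen, and TMM moves the cluster and the other miRNAs alike, so neither test can rule out scaling or GC content for these hairpins. For the hairpins from Mir379 to Mir410, a lower output in 2iL cannot be told apart from scaling or from noise between libraries. For those from Mir770 to Mir136, the lower median was met under all 4 scalings. A lower output there still cannot be told apart from another error of scaling or from noise between libraries.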
